A study of Xenopus laevis with 24 samples (transcriptomic, total RNA). Its data were reported in "The role of nitric oxide during embryonic wound healing" (2019).

How the data were processed

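RNA was sequenced from tissue dissected around a wound on tailbud embryos of the frog Xenopus laevis. The 24 libraries cover 3 conditions (control embryos, embryos treated with the nitric oxide synthase inhibitor TRIM, and embryos that received nos1 and nos3 morpholinos, written nos1 + nos3-MO or MO), 4 time points (0, 30, 60 and 90 min after wounding) and replicates A and B. Each library pools the dissected pieces of several embryos.

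The authors trimmed the reads, removed ribosomal RNA reads, aligned the rest to the X. laevis genome with STAR and counted read pairs per gene with htseq-count in union mode, and the raw counts they deposited are whole numbers per gene and library. A further file per library holds other values: the authors divided each raw count by a DESeq2 size factor of that library before they deposited these normalised values. Reads that align to several places were not assigned to a gene in the deposited counts. X. laevis is allotetraploid and most genes exist as a .L and an .S copy, so the counts of near-identical copies are less certain than those of single genes. Gene names are those in the files, and gene positions were not analysed here because no genome annotation was at hand.

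All tests used the raw counts. The normalised values were only compared with the raw counts, and 3249 of them in 7 libraries were altered, as described among the other observations. Total counts in genes ranged from 1872889 to 42348665 per library with a median of 9500814.5. The files list 45036 gene identifiers, of which 37854 had at least 1 count and 16065 are model identifiers without a symbol. Groups were taken from the sample titles. A chi-square comparison of the counts of replicates A and B gave at least 5.06 per degree of freedom in each of the 12 groups, so every library was counted as a separate sample.

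Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest with their default settings), with TMM normalisation and Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.1. A gene was tested when its mean normalised count over the samples of the fit was at least 5. Single-condition fits held 8 samples and fits of a pair of conditions held 16. The study's test for each inhibited condition compares a model of condition, time and their interaction with a model of condition alone, which also finds genes that change with time alike in both conditions. The interaction by itself was therefore tested as well. Standard errors are the log2 fold change divided by the square root of its F statistic. CPM values, read counts scaled to a common library size, were computed here with TMM library sizes over the 24 libraries, and log2 CPM values have a prior count of 2.

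The first run of edgeR used robust estimation of the prior. The 4 combinations of the robust and legacy arguments were then viewed, and the default settings were kept as main because the design fixed before the files arrived named no other. The other settings are reported as alternatives chosen after seeing the data. The alternatives fixed beforehand were DESeq2 1.42.0 with a local dispersion fit, RLE size factors, no filter on low counts, an adjusted p-value under 0.05, the replicate letter as a block, all 24 samples fitted together, and leaving out each sample in turn. Those added after seeing the data were the other edgeR settings, no filter together with bias-adjusted quasi-likelihood, the muscle marker score of each library as a covariate, and TRIM and MO pooled as 1 condition. The muscle score is the mean log2 CPM of a list of 12 muscle gene symbols written before the files arrived, 10 of which were found.

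The genes named in the text were chosen by a rule written before the files arrived. It takes 18 genes that the study names, in every copy present and expressed, of which lep and fos are given in full. It adds, for 5 of the tests, the 3 symbol-bearing genes with the smallest p-value past the threshold whose largest change had the same sign in replicates A and B.

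The scripts were tested on simulated counts drawn from the real genes' means, dispersions and library sizes, with 200 genes changed by 3 on the log2 scale. In the simulated interaction of TRIM with time, edgeR called 70.5% of the changed genes and 12.96% of its calls were unchanged genes. For the simulated MO interaction these shares were 65.5% and 11.49%, and for the simulated control time course 75% and 13.79%. DESeq2 called 79.5% of the changed genes in the simulated TRIM interaction, with 53.91% of its calls being unchanged genes. The simulated dispersions were those edgeR estimated, a choice that favours edgeR in this comparison.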

Results

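The effect of nitric oxide (NO) on gene expression in healing embryonic tissue was addressed with 24 RNA-Seq libraries. Control embryos, embryos treated with TRIM, a chemical inhibitor of NO synthases, and embryos injected with nos1 + nos3-MO, antisense oligonucleotides that lower production of those synthases, were wounded and sampled at 0, 30, 60 and 90 min post wounding (pw). Each of the 12 groups had 2 libraries, A and B. Total counts in genes were between 6562295 and 11270045 in the control libraries. The TRIM libraries held from 8248255 to 11381586 counts except TRIM 30 min B, which held 1872889. Among the MO libraries the lowest total was 3047265 (0 min B) and the highest 42348665 (90 min A). The 10 most abundant genes took between 6.1% and 8.7% of the counts of a library. Low-count genes were measured least precisely in TRIM 30 min B and MO 0 min B.

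Agreement between replicates varied among groups. The correlation of log2 CPM values across genes between replicates A and B was 0.970 for control 60 min, 0.971 for MO 60 min and 0.969 for TRIM 90 min, whereas it was 0.880 for control 90 min and 0.870 for MO 0 min. Genes are not independent replicates in these correlations. At control 90 min, 6055 genes (26.2%) differed more than 2-fold between the replicates, and at MO 0 min 7474 genes (32.4%) did. The letters A and B are shared by all groups, and the pairing is taken from the labels only. To check it, the A minus B difference of each gene was correlated between groups, and the mean correlation over the 66 pairs of groups was 0.0169. It was 0.0747 within control, -0.0462 within TRIM and 0.288 within MO. The correlation was positive in 6 of 6 pairs of MO groups, 4 of 6 in control and 2 of 6 in TRIM. A deviation shared by letter was therefore clearest in the MO libraries, and a weaker one in control is not excluded. Results with the replicate as a block are given beside the main results.

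Libraries also differed in the level of muscle genes, which were summarised as the mean log2 CPM of a list of muscle markers. This score was 8.61 and 9.05 in the control 0 min libraries A and B and lay between 2.34 and 4.25 in both libraries of control 30 min and control 60 min. At control 90 min it was 3.22 in A and 7.83 in B. TRIM 0 min had 8.44 in A and 5.69 in B, and TRIM 90 min had 0.898 and 4.19. In MO, the score was 7.76 and 5.30 at 0 min, 1.35 and 1.94 at 60 min, and 7.38 and 6.42 at 90 min. In a principal component analysis of 23023 genes without the markers, the second component held 20.9% of the variance. Across the 24 libraries it correlated with the muscle score with Pearson's r = 0.842 (permutation p = 1e-05, the smallest that 100000 permutations can give) and Spearman's rho = 0.871 (permutation p = 1e-05). After adjustment over the 3 components examined both p-values were 3e-05. Without the 2 libraries farthest from the median score r was 0.868. Within the 8 libraries of each condition r was 0.971 for control, 0.931 for TRIM and 0.837 for MO. The first component, with 27.6% of the variance, correlated less with the score over all 24 libraries (r = -0.438, adjusted permutation p = 0.0499, and rho = -0.483, adjusted permutation p = 0.0270), and r without the same 2 libraries was -0.316. Within conditions its r was -0.746 for control, -0.850 for TRIM and -0.777 for MO, stronger than the pooled value. On this component every control library lay between -113 and -36.2, and every TRIM library between 0.367 and 63.6. The MO libraries were split by replicate. Replicate A lay at -62.4, -25.1 and -45.7 at 0, 30 and 90 min and at 59.5 at 60 min. Replicate B lay between 21.1 and 83.1. The component with the most variance thus separated control from TRIM and did not follow muscle alone. The third did not correlate over all libraries (r = -0.0492, permutation p = 0.832, and rho = -0.297, permutation p = 0.159). Its r within conditions was 0.203 for control, 0.0580 for TRIM and -0.472 for MO.

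**Figure D1:**
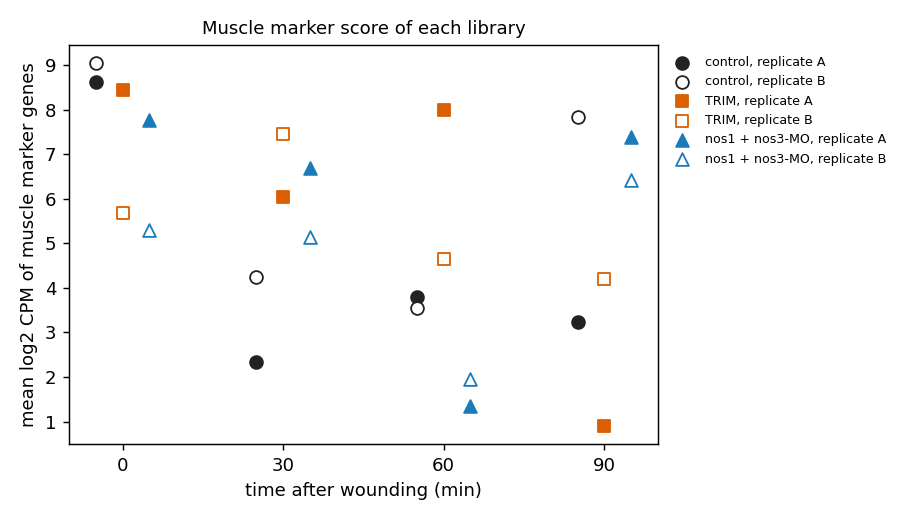
The plot of the muscle score gives the mean log2 CPM of muscle marker genes (vertical axis) of each library against time after wounding in min (horizontal axis), with filled symbols for replicate A and open symbols for replicate B. Both control 0 min libraries lie above 8, while control 90 min has 3.22 in replicate A and 7.83 in replicate B.

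The control time course asked which genes change during the first 90 min of healing. Of 22781 genes tested, 361 were called by the edgeR quasi-likelihood test at an adjusted p-value under 0.1, with the largest change upward in 84 and downward in 277. Against 0 min, 177 genes differed at 30 min (23 up, 154 down), 592 at 60 min (203 up, 389 down) and 125 at 90 min (61 up, 64 down). Of the genes called at 30 min, 171 were also called at 60 min. With the replicate as a block, the numbers were 568 for the time course, 498 at 30 min, 811 at 60 min and 268 at 90 min. DESeq2 called 1930 genes for the time course. The widest movement came without the filter on low counts, where 2605 genes were called. Leaving out control 90 min replicate A gave 2282 genes and leaving out control 0 min replicate B gave 4.

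The symbol-bearing genes with the smallest p-values in the control time course were myh1-2-2.L, pygm.L and cxcl8.S. The level of myh1-2-2.L was 88.5 ± 40.6 CPM (SD, n = 2) at 0 min and 2.47 ± 0.120 CPM (SD, n = 2) at 60 min. Its log2 fold change at 60 min was -5.16 (standard error 0.422) and the adjusted p-value of the time course in edgeR was 0.00621. For pygm.L the log2 fold change at 90 min was -2.85 (standard error 0.238), with 193 ± 45.4 CPM (SD, n = 2) at 0 min and 26.6 ± 2.04 CPM (SD, n = 2) at 90 min. The edgeR adjusted p-value was 0.00621 for this gene as well. cxcl8.S rose from 0.0576 ± 0.0814 CPM (SD, n = 2) at 0 min to 22.3 ± 1.18 CPM (SD, n = 2) at 90 min, a log2 fold change of 8.40 (standard error 0.671, edgeR adjusted p = 0.0125). With the muscle score as a covariate, an alternative chosen after seeing the data, the log2 fold change of myh1-2-2.L at 60 min was -4.35 and no longer past the threshold.

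Transcripts of lep.L were not detected in the control 0 min libraries (0 counts in A and B). They reached 0.335 ± 0.274 CPM (SD, n = 2) at 30 min, 9.73 ± 0.245 CPM (SD, n = 2) at 60 min and 14.6 ± 1.76 CPM (SD, n = 2) at 90 min. The log2 fold change at 90 min was 9.99 (standard error 0.854, edgeR adjusted p of the time course = 0.0245). Because no lep.L read was counted at 0 min, the size of this fold change depends on the prior count. Expression of fos.L went from 5.83 ± 3.16 CPM (SD, n = 2) at 0 min to 207 ± 44.4 CPM (SD, n = 2) at 30 min and was 37.3 ± 9.39 CPM (SD, n = 2) at 90 min. The change at 30 min was 5.14 on the log2 scale (standard error 0.563, edgeR adjusted p of the time course = 0.0289). Its copy fos.S changed by 5.39 (standard error 0.478, edgeR adjusted p = 0.0245). Of 31 expressed copies of the genes the study names, 14 were called in the control time course and all of them rose, with largest log2 fold changes between 2.98 (mmp1.S) and 9.99 (lep.L). The others called were both copies of egr1, fosl1, mmp8 and socs3, and jun.L and aqp3.S. No copy of dhh, gata6 or bmpr2 was called. The study listed these genes as falling in a separate experiment with other control samples, which was not analysed here. With the muscle score as a covariate the log2 fold changes of fos.L and fos.S at 30 min were 4.71 and 4.54 and neither gene was past the threshold.

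The same test was made inside each inhibited condition. In TRIM-treated embryos 178 of 22721 genes changed with time (171 up, 7 down), and 51 of them were among the 361 genes of the control time course. The smallest edgeR adjusted p-value belonged to fos.S (7.4e-06), whose log2 fold change at 30 min was 6.42 (standard error 0.170). A fit with the replicate block gave 154 genes. Without the filter 2230 genes were called, the largest shift among the alternatives. In MO-injected embryos no gene of 23434 was called, and the smallest adjusted p-value was 0.190. The block on the replicate letter raised this number to 385, and the fit without the filter raised it to 1384. That a gene was called in control or TRIM and not in MO is no test of a difference between conditions.

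Whether time or its interaction with the condition mattered was tested as the study's model does. In the 16 control and TRIM samples 460 of 22887 genes were called, and 223 of them were also in the control time course. In the 16 control and MO samples 465 of 23198 genes were called, of which 292 were in the control time course. The TRIM and MO lists shared 243 genes. Both tests use the same control libraries, so a gene that changes with time in control alone can enter both lists. The replicate block gave 266 genes for TRIM and 449 for MO. The number moved most without the filter on low counts, to 3522 for TRIM and 2761 for MO.

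The interaction tests asked directly whether the time course differs under NO inhibition. No gene was called for TRIM (smallest edgeR adjusted p = 0.207) or for MO (smallest edgeR adjusted p = 0.149). No gene was therefore shared, and the direction classes of attenuated and enhanced rises and falls were empty. The time courses of TRIM and MO did not differ in any gene of 23094 (smallest edgeR adjusted p = 0.448). With the replicate as a block the numbers were 0 for TRIM, 0 for MO and 1 for TRIM against MO. A letter effect common to both conditions need not remove a deviation shared mainly within MO, so the block does not settle the MO tests. DESeq2 called 222 genes for TRIM, 168 for MO, 293 for TRIM against MO, and 32 in both the TRIM and the MO test, of which 26 had interaction coefficients of the same sign at 90 min. Both tests use the same control libraries, so shared genes and equal signs can arise without an effect of NO. The largest numbers came from the fit without the filter, with 1647 genes for TRIM and 1007 for MO. In that fit the prior degrees of freedom of edgeR became infinite, so that the spread of each gene between its own replicates was not used, whereas the main fits had 4.74 (TRIM) and 5.43 (MO). Of the 1647 genes, 1594 had been tested in the main fit and none was called there.

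For lep.L the mean level at 60 min was 9.73 ± 0.245 CPM in control, 1.58 ± 0.416 CPM in TRIM and 3.10 ± 2.16 CPM in MO (SD, n = 2 each). At 90 min it was 14.6 ± 1.76 CPM in control, 8.24 ± 2.07 CPM in TRIM and 7.88 ± 6.56 CPM in MO (SD, n = 2 each). Both inhibited conditions were thus lower than control in each library at 60 min and in each library at 90 min. The interaction coefficient at 60 min was -2.62 for TRIM and -5.34 for MO on the log2 scale, and the tests did not pass (edgeR adjusted p = 0.789 and 1). A standard error for TRIM could not be estimated because lep.L had 0 counts in all control and TRIM libraries at 0 min. For MO it was 2.63. No alternative moved the TRIM test of lep.L past its threshold, and in DESeq2 the coefficient was -2.57. Without counts at 0 min, this test cannot see a reduction in TRIM that is alike at the later times. It therefore does not decide whether TRIM lowered lep.L, and the difference at 60 min was not itself tested.

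fos.L fell from 30 to 90 min in control, while the level at 90 min was 118 ± 24.0 CPM in TRIM and 197 ± 84.0 CPM in MO, against 37.3 ± 9.39 CPM in control (SD, n = 2 each). All 4 inhibited libraries at 90 min exceeded both control libraries. The interaction coefficient at 90 min was 2.79 for TRIM (standard error 0.621) and 0.295 for MO (standard error 0.724), with edgeR adjusted p-values of the 3 coefficients together of 0.780 and 1. The MO coefficient is small because fos.L was already 23.8 ± 1.95 CPM at MO 0 min, against 5.83 ± 3.16 CPM at control 0 min (SD, n = 2 each). fos.S had an interaction coefficient of 1.83 (standard error 0.497) for TRIM at 90 min and of -2.37 (standard error 0.695) for MO at 30 min, again without passing in edgeR (adjusted p = 0.780 and 1). In DESeq2 the fos.L test passed for TRIM (adjusted p = 0.00150) and not for MO (adjusted p = 0.157). The fos.S test in DESeq2 passed for MO (adjusted p = 0.0796) and not for TRIM (adjusted p = 0.114).

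**Figure D2:**
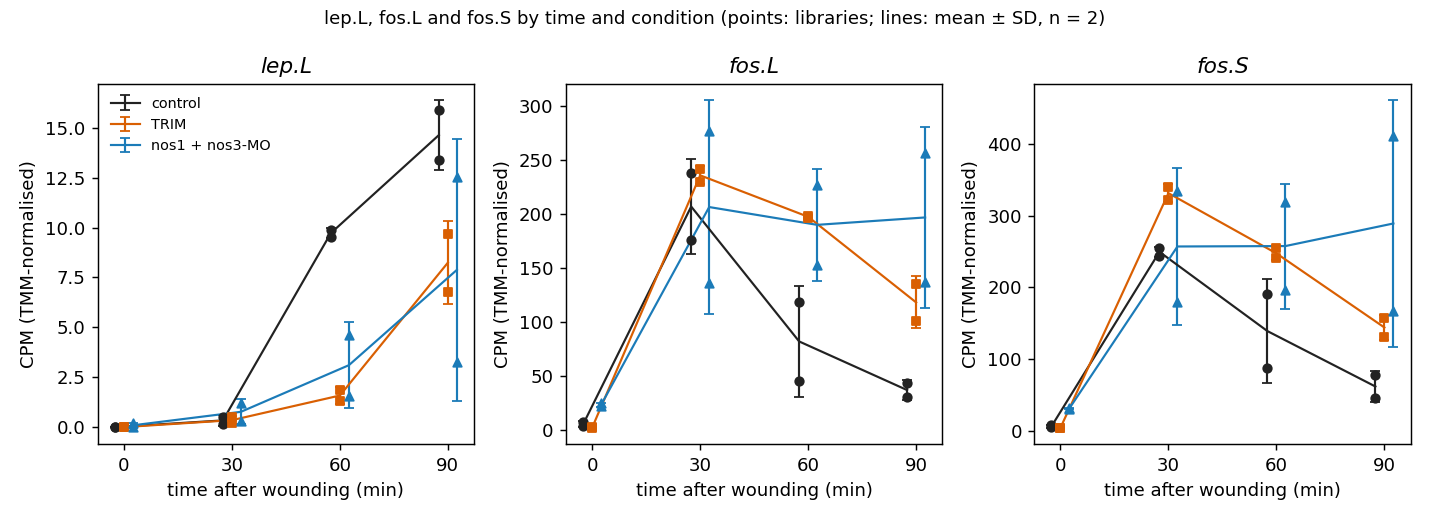
The plots of lep.L, fos.L and fos.S show CPM (vertical axis, TMM-normalised) against time after wounding in min (horizontal axis) for control, TRIM and nos1 + nos3-MO, with points for libraries and lines and bars for the mean ± SD (n = 2). For lep.L at 60 min the control libraries average 9.73 CPM and the inhibited groups 1.58 and 3.10 CPM, and for fos.L at 90 min both inhibited groups lie above the control mean of 37.3 CPM.

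Expression before healing was compared at 0 min. TRIM and control differed in 1946 of 22887 genes, 852 higher and 1094 lower in TRIM. The named genes were dpm1.S, kiaa0368.L and srsf1.L. The first was at 43.9 ± 10.9 CPM in control and 5.71 ± 0.608 CPM in TRIM (SD, n = 2 each), a log2 fold change of -2.97 (standard error 0.286, edgeR adjusted p = 0.000976). kiaa0368.L changed by -1.56 (standard error 0.152) and srsf1.L by 1.78 (standard error 0.174) on the log2 scale, both with an edgeR adjusted p-value of 0.000976. Among the genes the study names, bmpr2.L and gata6.L were higher in TRIM and egr1.L was lower. With the replicate block 1593 genes were called. When all 24 samples were fitted together, so that the spread between MO replicates entered the estimate, 0 genes were called. In MO at 0 min dpm1.S, kiaa0368.L and srsf1.L moved the same way as in TRIM. Their log2 fold changes there were -0.534 (standard error 0.657), -0.387 (standard error 0.462) and 1.19 (standard error 0.599). Control and TRIM libraries were also apart on the first component at every time point. Whether TRIM itself or another difference between these sets of libraries carries the change was not tested.

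MO and control differed at 0 min in 1 of 23198 genes, sgk1.L, which was at 55.4 ± 4.68 CPM in control and 320 ± 33.2 CPM in MO (SD, n = 2 each). Its log2 fold change was 2.54 (standard error 0.322, edgeR adjusted p = 0.0487). The replicate block left the number at 1. Leaving out MO 0 min replicate A, the library whose counterpart differed from it in 7474 genes, changed the number of genes to 834.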

Values the study reported

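The study reported 269 genes with contrasting profiles between control and NO-inhibited embryos. It divided them into 102 genes that rose only in controls, 136 genes that fell only in controls, and a smaller group that fell late in controls and kept rising under inhibition.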

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

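No headline number was unchanged under every alternative, and no result changed sign. RLE size factors kept every headline number within 1.5 times its main value. Of the headline rows that did not leave out a sample, 79 moved and 63 did not. Among such rows for single genes and direction classes, 296 stayed the same, 22 moved, 26 were weaker and 6 stronger.

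With DESeq2 the numbers of genes were 1930 (control time course), 956, 1655 and 1663 (control 30, 60 and 90 min), 884 (TRIM time course), 1057 (MO time course), 2698 and 2144 (time or interaction, TRIM and MO), 222, 168 and 293 (interaction of TRIM, of MO, and TRIM against MO), 32 (shared), and 3471 and 60 (0 min, TRIM and MO). Its likelihood-ratio test takes each estimated dispersion as known, whereas the F test of edgeR allows for its uncertainty, and this may raise the number of calls.

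Without the filter, in the same order, they were 2605, 1368, 1951, 1794, 2230, 1384, 3522, 2761, 1647, 1007, 1034, 746, 3063 and 610. These lists include the 361 control time course genes of the main fit and 1623 of its genes for TRIM at 0 min. The calls beyond those of the main fits are no evidence of change. With infinite prior degrees of freedom, the spread of each gene between its own replicates was not used. With bias-adjusted quasi-likelihood in place of the default the unfiltered fit gave 884 (control time course), 686, 1034 and 511 (control 30, 60 and 90 min), 135 (MO time course), 1143 and 1169 (time or interaction), 1, 31 and 63 (interactions) and 2 (MO at 0 min). Bias-adjusted quasi-likelihood with the filter gave 631, 562, 940 and 365 (control time course, then 30, 60 and 90 min), 2 (MO time course), and 833 and 816 (time or interaction). Robust estimation gave 314 genes for the TRIM time course.

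At an adjusted p-value under 0.05 there were 127, 36, 205 and 26 genes (control time course, then 30, 60 and 90 min), 218 and 286 (time or interaction, TRIM and MO) and 730 (TRIM at 0 min). The replicate block moved the numbers to 568, 498 and 268 (control time course, 30 and 90 min), 385 (MO time course), 266 (TRIM time or interaction) and 1 (TRIM against MO interaction). All 24 samples in the same fit gave 876 and 845 (control time course and 90 min), 80 and 88 (TRIM and MO time course), 763 (MO time or interaction), 1 (MO interaction), 0 (TRIM at 0 min) and 2 (MO at 0 min). In that fit the spread was estimated over all conditions, and what moved each number was not tested.

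The muscle score as a covariate, chosen after seeing the data, gave 60, 0, 14 and 952 genes (control time course, then 30, 60 and 90 min), 376 (MO time course), 221 and 165 (time or interaction), 12 (MO interaction) and 0 (MO at 0 min). The number for TRIM at 0 min, 1592, stayed within 1.5 times its main value. In control the score is high at 0 min and low at 30 and 60 min, so the covariate and time cannot be separated there. TRIM and MO pooled as 1 condition of 16 samples gave 4 interaction genes in edgeR and 138 in DESeq2.

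Leaving out 1 sample at a time gave from 4 to 2282 genes for the control time course, 0 to 861 at 30 min, 0 to 1500 at 60 min, 0 to 2407 at 90 min, 95 to 164 for the TRIM time course, 0 to 122 for the MO time course, 153 to 2850 and 92 to 1097 for time or interaction (TRIM and MO), 0 to 1177, 0 to 21 and 0 to 2 for the interactions (TRIM, MO, and TRIM against MO), 0 to 2 shared genes, and 81 to 3468 and 0 to 834 at 0 min (TRIM and MO). The highest TRIM interaction number, 1177, came without control 90 min replicate A, where the muscle-rich replicate B alone stood for its group. With 2 replicates per group there are few degrees of freedom. Whether they or depth limit the numbers of called genes more was not tested.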

Other observations

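The grouping, the designs, the first list of alternatives and the marker gene lists were fixed before the processed files arrived. No flag was raised by the interaction tests of the named genes, and groups of 2 libraries are too small for a search for single deviating libraries.

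No interaction gene was called for TRIM or MO in the main fits, giving 0 genes. The study's number quoted above is higher, but it came from the test of time or interaction, with a list checked by hand during clustering. The numbers are therefore not from the same test. That form of test called 460 genes for TRIM and 465 for MO in edgeR, and 2698 and 2144 in DESeq2. With the study's tool, DESeq2, the interaction numbers were 222 for TRIM and 168 for MO. A candidate explanation is false calls by the tool. Counts simulated without any interaction, at the real means and library sizes and the dispersions edgeR estimated, gave a median of 93 DESeq2 calls for TRIM (from 83 to 99) and 142 for MO (from 119 to 169) over 5 simulations each, against a median of 0 for edgeR in both. The 168 genes of MO lie within the simulated range. The 222 genes of TRIM lie above the range simulated for TRIM. The simulated genes varied independently, without deviations shared by many genes of a library, which can widen the range of false calls. The simulations therefore do not show whether false calls could account for all of the 222 or only a part. The condition labels were also swapped within time points, drawing 100 of the 648 possible assignments. As many genes were called in 32 of the 100 for TRIM and in 34 of the 100 for MO, the real one included. The other assignments gave a median of 30 genes for TRIM (at most 9047) and 26 for MO (at most 5610). These swaps mix the difference between conditions at 0 min into the replicates, so their numbers are not those of a pure null. With the muscle score in the DESeq2 model 172 genes were called for TRIM and 637 for MO. Of these, 100 were among the original 222 for TRIM and 108 among the original 168 for MO, so the lists changed even where the number did not fall. These numbers do not settle how far muscle content accounts for the original calls. The MO number of 168 cannot be told apart from simulated false calls. The label swaps cannot decide whether either number exceeds a random assignment, because they are not a pure null. The predictions for these tests were written before their results. For results of 0 genes every other split gives at least as many, so no splits were counted for the main interaction tests or the MO time course.

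For the time courses, the 8 samples of a condition can be put into 4 pairs in 105 ways, of which 100 were drawn. In control, 5 of the 100 gave at least the 361 genes of the real time course, the real one included, and the median of the others was 0. In TRIM 8 of the 100 gave at least 178. Neither number of genes is therefore beyond what other pairings of these samples give. A pairing can keep some libraries of the same time point together, so these pairings are not all free of a time effect. Thinning the libraries above the median to the median left 356 control time course genes, 1880 genes for TRIM at 0 min and 1 gene for MO at 0 min. The shallow libraries, such as MO 0 min B and TRIM 30 min B, keep their depth in this test, so it does not rule out an effect of unequal depth.

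A candidate explanation for part of the differences between libraries is the tissue composition of the dissected pieces, which may have held different amounts of muscle and neural tissue. Marker gene sets were compared with 10000 random gene sets of matched expression. At control 90 min against 0 min the muscle markers had a mean log2 fold change of -1.83, with 1 of 20 genes up (adjusted permutation p = 0.0003). The neural markers moved the other way, with a mean of 0.825 and 16 of 19 genes up (adjusted permutation p = 0.0347). The neural score went from -0.170 to -0.488 in replicate A and from 3.76 to 4.54 in replicate B, so the libraries did not change alike and the set means do not tell a shallower dissection from another difference in composition. The composition prediction for this contrast was written after the muscle genes had been seen to differ. In the TRIM interaction at 90 min, the muscle set averaged -2.41 and the neural set -3.76, with a smallest adjusted permutation p of 0.00015. In the MO interaction the muscle set averaged 1.76 and the neural set -1.51 (smallest adjusted permutation p = 0.0003). At 0 min the muscle set averaged -1.19 in TRIM (smallest adjusted permutation p = 0.0003) and -1.70 in MO (smallest adjusted permutation p = 0.00015) relative to control. The neural set was lower as well, with a mean of -1.075 in TRIM (adjusted permutation p = 0.0048) and -2.101 in MO (adjusted permutation p = 0.00015). The raw permutation p-value of 0.0001 behind the adjusted values of 0.0003 and 0.00015 is the smallest the draws can give. Genes within a set vary together within a library, so these p-values overstate the evidence that the condition or the time, rather than single libraries, carries the shift. The falls in muscle genes such as myh1-2-2.L and pygm.L in the control time course, 277 of 361 genes being downward, cannot be told apart from a different share of muscle in the pieces at 0 min. For TRIM against control at 0 min, 1592 genes were called with the muscle score as a covariate and 1946 without it. In the control time course the number went from 361 to 60, but at control 90 min it rose from 125 to 952. The score and time cannot be separated in control, so these control numbers are no benchmark for TRIM. How many genes the TRIM lists share was not counted. For MO at 0 min 0 genes were called with the covariate.

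A p53 target response to the treatments was considered as another hypothesis. At 0 min, 13 of 17 p53 target genes were higher in TRIM than in control, with a mean log2 fold change of 0.392 (permutation p = 0.0027, adjusted 0.00675 over 5 contrasts). In MO 10 of 17 were higher, with a mean of 0.127 (permutation p = 0.1621, adjusted 0.2026). The set was also higher in the interactions at 90 min, for which no prediction had been written. There 15 of 17 genes had positive coefficients in MO (mean 0.549, permutation p = 0.0021, adjusted 0.00675) and 13 of 17 in TRIM (mean 0.363, permutation p = 0.0204, adjusted 0.034). In control at 90 min against 0 min 5 of 17 were higher (mean -0.0791, permutation p = 0.6239). These shifts may reflect a stress response, but tissue composition also differed in the same contrasts and remains as an explanation. The mean log2 CPM of the set was 4.84 and 4.59 in TRIM 0 min A and B, and 4.23 and 4.41 in control 0 min. It differed more between the MO replicates, with 4.04 and 4.71 at 0 min and 4.40 and 5.26 at 90 min, so single libraries weigh on the MO means.

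Of the normalised values deposited beside the raw counts, 3249 in 7 libraries did not equal the raw count divided by the size factor of the library. In MO 90 min B, 2478 values were altered, and 56 to 164 in each of the other libraries. All 3249 match a spreadsheet that reads a value such as 12.5239 as month 12 of a year and saves it as 12.39. In control 30 min B, all 139 genes with 16 counts carry 12.39 in place of 12.5239. This prediction was written after the altered values had been seen. The raw counts used for all tests are not affected, and no biological explanation was tested.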
